# Analysis of Global Gene Expression in Maize (*Zea mays*) Vegetative and Reproductive Tissues That Differ in Accumulation of Starch and Sucrose

**DOI:** 10.3390/plants11030238

**Published:** 2022-01-18

**Authors:** Cristal López-González, Sheila Juárez-Colunga, Samuel Trachsel, Nayelli Marsch-Martínez, C. Stewart Gillmor, Axel Tiessen

**Keywords:** *Zea mays*, maize stem, female inflorescence, transcriptome analysis, sucrose–starch metabolism

## Abstract

Carbon allocation between vegetative and reproductive tissues impacts cereal grain production. Despite great agricultural importance, sink–source relationships have not been fully characterized at the early reproductive stages in maize. Here, we quantify the accumulation of non-structural carbohydrates and patterns of gene expression in the top internode of the stem and the female inflorescence of maize at the onset of grain filling (reproductive stage R1). Top internode stem and female inflorescence tissues of the Puma maize inbred line were collected at reproductive stage R1 (without pollination) and non-structural carbohydrates were quantified by spectrophotometry. The female inflorescence accumulated starch at higher levels than the top internode of the stem. Global mRNA transcript levels were then evaluated in both tissues by RNA sequencing. Gene expression analysis identified 491 genes differentially expressed between the female inflorescence and the top stem internode. Gene ontology classification of differentially expressed genes showed enrichment for sucrose synthesis, the light-dependent reactions of photosynthesis, and transmembrane transporters. Our results suggest that sugar transporters play a key role in sugar partitioning in the maize stem and reveal previously uncharacterized differences between the female inflorescence and the top internode of the stem at early reproductive stages.

## 1. Introduction

Yield and harvest indices in cereals are impacted by the partitioning of carbon between vegetative and reproductive tissues. Photoassimilates produced in the source tissues travel through the phloem as sucrose and accumulate in sink tissues as starch [1,2,3]. Comparative analysis of different maize varieties has shown that the strength of the sink–source relationship is established at the early stages of grain filling and has a significant impact on the final kernel weight [4].

Source strength is determined by both the rate of photosynthesis and the rate of photoassimilate export from source tissues [3,5]. Photoassimilate is primarily transported in the form of sucrose. Triose phosphates produced in the chloroplast by photosynthesis are shuttled to the cytosol and are used to synthesize sucrose through the sequential action of fructose 1, 6-biphosphatase (F16BP), sucrose phosphate synthase (SPS), and sucrose phosphate phosphatase (SPP) [6,7]. Long distance sucrose transport occurs through the phloem [5] via the SUT and SWEET sucrose transporter families. In rice, increasing sucrose loading into the phloem through the expression of an *Arabidopsis* sucrose transporter (*SUC2*) has been reported to increase grain yield by 16% relative to control plants [6]. Once sucrose reaches a sink tissue, it is unloaded and can be broken down either by sucrose synthase (SUS) into fructose and UDP-glucose or by invertase (INV) into fructose and sucrose. A simplified measure of sink strength can be obtained as the sink size (total biomass of sink tissue in g) per unit of sink activity (specific rate of resource uptake in mol g^−1^ s^−1^) [2,7]. Sucrose degradation in the sink tissue will drive further sucrose import, and the levels of SUS and INV activity are a major determinant of sink strength [8,9,10]. In maize, increased SUS activity results in greater starch accumulation [11].

To ensure a consistent supply of carbon to support metabolism and growth, much of the photoassimilate delivered to a sink tissue will be stored as starch [8,9]. As such, starch plays a dual role in carbon allocation, acting as both a source, releasing carbon reserves in leaves for growth and development, and as a sink, either as a dedicated starch store (in seeds and tubers) or as a temporary reserve of carbon contributing to sink strength in organs such as flowers, fruits, and developing non-starchy seeds [8,10]. Starch synthesis is catalyzed by ADP-glucose pyrophosphorylase (AGPase), starch synthases (SS), starch branching and debranching enzymes (DBE and SBE), and the granule-bound starch synthase (GBSS) [10,12,13,14]. Overexpression and increasing the catalytic activity of AGPase subunits can promote a slight increase in crop yield [15,16,17,18]. Other studies have focused on transcription factors regulating starch metabolism enzymes in different crops [19]. Transcription factors such as ZmbZIP91, ZmEREB156, and OsbZIP58 have been found to be involved in the regulation of starch synthesis enzymes in the endosperm [20,21,22], while OsCRCT regulated starch synthesis in vegetative tissues [23]. This suggests that starch regulation mechanisms differ depending on the type of starch that is synthesized.

The transcriptional regulation of sugar partitioning and sink–source communication has not been widely studied [24]. Further study of sink–source relations and the transcriptional regulation of sucrose–starch metabolism in the stem and female inflorescence before pollination can point to important enzymes that can be considered to increase crop yield, such as the transporters involved in the reallocation and partitioning of carbon and their possible regulation mechanisms. To begin to address this deficit, we have characterized non-structural carbohydrate partitioning and transcript populations in stem and female inflorescence tissues at an early reproductive stage in maize. Our analysis indicates that sugar transport is highly active in the top internode section of the stem, while the female inflorescence is the main sink tissue at the early reproductive stage.

## 2. Materials and Methods

### 2.1. Plant Growth and Material

#### 2.1.1. Field Grown Maize for Metabolite Quantification

Two commercial maize hybrids, white grain Puma (Asgrow) and yellow grain Dow2B (Dow), were grown in the summer at the Experimental Field of the University of Guanajuato, in Irapuato, Guanajuato, Mexico. A standardized method with a mechanical juice extractor (International, model EXS) was used to extract juice from whole maize stems, including the leaf sheaths. Juice samples were obtained in triplicate. Samples were collected weekly, before, during, and after pollination, from 60 days after sowing (DAS) to 102 DAS. Stem juice aliquots of 1 mL were put in a 96-well microplate, immediately frozen on dry ice, and stored at −20 °C until metabolite quantification.

#### 2.1.2. Greenhouse Grown Maize for Carbohydrate Quantification and RNA Sequencing

Puma hybrid maize plants were grown in a greenhouse in Irapuato, Guanajuato, Mexico, in 10 L plastic pots containing 1/1 *v*/*v* peatmoss and a vermiculite sterile soil mixture with optimal watering and fertilization, under natural light with no supplemental light, during the months of May to August, when the daylength was from 13 to 14 h. Peak daylight intensity was approximately 250 µmol/m^2^/s, which was measured at the level of the plant female inflorescence, and the peak greenhouse temperature was 28 °C. Plant tissues were collected at early reproductive stage R1 (60 DAS) between 8 a.m. and 12 p.m. Tissues collected were root, RT; nodes, ND; the top internode section of the stem, TI; the bottom internode section of the stem, BI; leaf sheath, LS; leaf blade, LB; and female inflorescence (FI), which were bagged prior to silk emergence. Similar tissues (RT, ND, TI, BI, LS, and LB), with the exception of FI, were collected in Puma hybrid maize plants at 45 DAS (vegetative stage, v12). Samples were frozen, milled with a Retsch mill in liquid nitrogen, and stored at −80 °C until carbohydrate determination and RNA extraction were needed.

### 2.2. Iodine Staining

Puma maize stem tissues were collected at 21 DAS. Longitudinal and cross sections of maize stems that were 2–3 mm thick were stained with KI-I_2_ solution. Images of 21 DAS plants were taken with a Leica EZ4 (Leica Application Suite v3.4.0) stereo microscope.

### 2.3. Non-Structural Carbohydrate Quantification

Soluble sugars (glucose, Glc; fructose, Frc; sucrose, Suc) and starch were measured using an enzymatically coupled method as described by [25]. Stem juices (1 mL aliquots) were centrifuged at 4000 rpm (in a SORVALL RT7 Plus Centrifuge; Newtown, CT, USA), supernatants were collected in another deep-well microplate, and 10 μL aliquots of diluted samples were used for Frc, Glc, and Suc measurements. All samples were diluted between 1:50 and 1:200 *v*/*v*. For starch extraction, pellets were washed three times with 80% EtOH (*v*/*v*), and then soluble-sugar-free pellets were incubated with 500 μL 10 mM NaOH at 100 °C for 2.5 h. Starch was hydrolyzed in 50 mM Hepes (pH 7.5) at 37 °C overnight with the addition of 10 units of a-amylase (EC 3.2.1.1; Roche) and 10 units of amyloglucosidase (EC 3.2.1.3; Roche). The reaction mix was kept overnight at 37 °C to allow breakdown of the polymeric chains to glucose molecules. Finally, samples were centrifuged at 4000 rpm, and 10–20 µL were used for starch quantification. Puma hybrid samples at V12 and R1 stages were lyophilized, and carbohydrates were measured using a method described by [26], using the same reagents as indicated for the previous method.

### 2.4. RNA Extraction

Total RNA from female inflorescences (FI) and top internodes of the stem (TI) at 60 DAS were extracted using the PureLink RNA-micro-to-midi Kit (Invitrogen Corp., Carlsbad, CA, USA), as described by the manufacturer. The purity and integrity of the RNA samples were evaluated by electrophoresis on 2% RNase-free agarose gels, spectrophotometry (A260/A280 and A260/A230 ratios) using a NanoDrop 2000 (Thermo Fisher Scientific, Waltham, MA, USA), and quality analysis using the Agilent 2100 Bioanalyzer system (Agilent technologies, Inc, Santa Clara, CA, USA).

### 2.5. RNAseq Analysis

RNA sequencing libraries from two biological replicates each of FI and TI tissues were constructed according to the standard Illumina protocol and were sequenced using the Illumina MySeq™ 2000 platform to generate 2 × 300-nucleotide paired-end reads. This was performed as a service by the National Laboratory of Genomics for Biodiversity (Langebio) at Cinvestav, Irapuato, Mexico. RNA-seq read quality was assessed using FastQC v0.11.2 and was cleaned using the Trimmomatic software [27]. Reads were aligned to the maize B73 reference genome (ZmB73_RefGen_v4, www.maizegdb.org (accessed on 1 December 2020)) using TopHat v2.0.13 software. The expression level was calculated in fragments per kilobase of transcript per million fragments mapped (FPKM), as described previously [28,29]. Raw data have been deposited in the GEO database under accession number GSE181998.

### 2.6. Differential Gene Expression Analysis

Differentially expressed genes (DEGs) were identified through pairwise comparison using EdgeR software, and the *p*-values were adjusted using the Benjamini–Hochberg procedure to determine the false discovery rate (FDR) [30,31,32]. Only the genes with FPKM results that met the criteria of FDR < 0.05 and fold change > |2| between the two conditions were considered to be differentially expressed. Data analyses were updated using CLC Genomics Workbench 20.0 (QIAGEN) software mapping to the B73 RefGen_v4 (https://www.maizegdb.org/genome/assembly/Zm-B73-REFERENCE-GRAMENE-4.0 (accessed on 1 December 2020)).

### 2.7. GO Enrichment Analysis

The list of DEGs was analyzed for GO enrichment using the ClueGO and Cluepedia [33] plug-ins in Cytoscape v3.8.0. DEGs that presented increased expression in each tissue (FI, TI) were analyzed separately to determine the main GO-enriched term in each tissue. Another analysis was performed in the Panther database (available online: http://geneontology.org/ accessed on 3 November 2020) [34,35]. The GO categories considered for the analysis included cellular component, molecular function, and biological process. After the hypergeometric test, Bonferroni correction was employed for *p*-value correction, with a cut-off of 0.05. The GO terms satisfying the condition were considered to be significantly enriched in the DEGs list.

### 2.8. Quantitative Real-Time PCR (qRT-PCR)

Total RNA samples (2 µg) were reverse transcribed to generate the first strand cDNA using an oligo dT20 primer and 200 units of SuperScript II reverse transcriptase (Invitrogen). All primer design (Table S1) and qRT-PCR reactions were performed as described by [36]. Three biological replicates for each tissue were stored at −80 °C and were subjected to independent extraction procedures and qRT-PCR analysis on the same 96-well plate and on independent plates. qRT-PCR was performed with a CFX™ Real-Time PCR System (BioRad). A mastermix was made using 40 ng of reverse transcribed total RNA; 1.2 mM each of dNTP (dATP, dCTP, dGTP, dTTP); and SYBR Green TaqReadyMix™, 2X. The total reaction volume was 20 μL. The following PCR protocol was used: denaturation program (95 °C for 3 min) and amplification and quantification program repeated 40× (95 °C for 15 s, 60 °C for 30 s); a melting curve program was also used (60–95 °C, with a heating rate of 0.3 °C per second). To compare gene expression between tissues, we used the modified absolute gene expression data analysis method [37,38] described by [36,39]. qRT-PCR data were reported as number of molecules at cycle zero (*N*_0_) in *log*_10_ of the fluorescence units (RFU).

### 2.9. Gene Expression of Sucrose-Starch Genes in B73 Genome Atlas

Expression data for DEGs between the female inflorescence and the top internode and for the *SUT* and *SWEET* transporter families were extracted from the B73 genome atlas. Spearman correlation coefficients were calculated with the Hmisc and corrplot libraries in RStudio v1.1.423. Heatmaps were built with gplots and RColorBrewer libraries. A co-expression network built with the 75 tissue samples from the B73 genome atlas data was explored through the COBrowser website to search for transcription factors that were co-expressed with sucrose–starch genes (Schaefer et al., 2014; Stelpflug et al., 2016). Whole transcription factor and sucrose–starch genes were identified from Grassius (available online: https://grassius.org/, accessed on 1 December 2020) [40], the PlantPAN database (available online: http://plantpan.itps.ncku.edu.tw, accessed on 1 December 2020) and the MaizeGDB database (available online: https://www.maizegdb.org, accessed on 1 December 2020), respectively. Gene expression patterns in photosynthetic tissues were graphed with Excel software.

### 2.10. Statistical Analysis

All statistical analysis of carbohydrate measurements were performed using the Agricolae v1.3-2 package in RStudio v.1.1.423 (RStudio Team, 2020). Data were analyzed using an ANOVA with multiple comparison applying a Fisher–LDS test (*p*-value = 0.05) with Bonferroni correction. Averages ± SE and *t*-tests were calculated using Excel software.

## 3. Results

### 3.1. Hexose to Sucrose Ratio Increases at Early Reproductive Stages

To evaluate carbohydrate dynamics in the maize stem at different reproductive stages, non-structural carbohydrates were quantified in the stem juice of maize hybrids from 60 DAS (R1 stage) to 102 DAS. Figure 1A shows the carbohydrate mobilization pattern. There is a maximum peak of hexose accumulation at the female and male flowering stages (74–81 DAS). Additionally, an increase in the sucrose level is observed starting at 74 DAS (Figure 1A). Starch, in contrast to sucrose, is a very large and complex molecule. Due to its molecular weight and chemical characteristics, it cannot be moved without degradation, so it accumulates at the location where it is synthesized. The starch level in stem juice was very low at reproductive stages (Figure 1A). A high hexose to sucrose ratio was observed at early reproductive stages but decreased dramatically at 81 DAS (Figure 1B). This could be related to the senescence of the stem after the female inflorescence pollination and the grain filling. Patterns of non-structural sugar behavior and hexose/sucrose ratio were confirmed through the analysis of a second hybrid (Figure S1).

### 3.2. The Female Inflorescence before Pollination Has High Sink Strength

To characterize the starch patterns in the different maize tissues, iodine staining was used. The Puma hybrid at 60 DAS was chosen as our model due to the pattern of carbohydrate accumulation in the stem (Figure 2). At 60 DAS, Puma hybrid plants were at reproductive stage R1, the stem had reached its maximum height and female inflorescences were obvious, with the stigma emerging 2–3 cm outside of the husk leaves (Figure 2A). Longitudinal cuts were made to the stem tissues, and the cuts were stained with iodine to visualize starch accumulation (Figure 2B–D). In Figure 2B,C, a high accumulation of starch in the female inflorescence can be observed, mainly in the peduncle and the border of the corn cob. In Figure 2D, a transversal cut of the stem highlights the accumulation of starch, mainly in the node.

In summary, low levels of starch were observed in the stem (Figure 2). To determine if the same pattern was observed at early stages of stem development, longitudinal and cross sections of 21 DAS maize stems were stained (Figure S2). At this stage, the maize stem is very small (around 6 mm width (Figure S2A,B)), showing high starch accumulation in the shoot tip (Figure S2B,C). Additionally, nodes and internodes can be differentiated due to the starch accumulation. While the nodes were darkly stained (Figure S2C, yellow arrow), the internodes did not stain (Figure S2C, red arrow). In a transverse cut of the node tissues (Figure S2D,E), starch was present in the parenchyma tissues surrounding the bundle sheaths. This suggests that this starch is not synthesized directly from photosynthesis because at this stage, the stem is surrounded by leaf sheaths, and chloroplasts are not present in the middle of the stem. At 21 DAS, the female inflorescence in the Puma hybrids was about 3.6 mm long (Figure S2F–H) and showed high starch accumulation (Figure S2H), while the root did not accumulate starch (Figure S2I,J). Starch accumulation in the stem and the female inflorescence at this stage is consistent with its role as a carbon storage molecule during the development of non-photosynthetic tissues.

Due to the relationship between starch and sucrose in the sink–source mechanism, we quantified carbohydrate accumulation in various tissues of the maize plant. The Puma hybrid plants were divided into stem node, ND; top internode, TI; bottom internode, BI; leaf sheath, LS; leaf blade, LB; female inflorescence, FI; and root, RT (Figure 2E). The carbohydrate levels at reproductive stage R1 are shown in Figure 2F–I. Glucose and fructose can be transported throughout the plant and are often interconverted into more complex carbohydrates. The female inflorescence had a high accumulation of these two hexoses, followed by the bottom internode (Figure 2F,G). Sucrose levels were high in the nodes, followed by the female inflorescence and the bottom internodes (Figure 2H). This makes sense due to the role of this molecule as the main metabolite to be transported to the sink tissues and to the close connection between these tissues. As expected, starch levels were high in photosynthetic tissues such as those in the leaf blade (LB) and leaf sheath (LS) (Figure 2I). The female inflorescence also had high starch levels, but in contrast to leaf tissue, the female inflorescence is a sink tissue. Female inflorescence and leaf starches are different: leaf starches are transitory, while the starch in the female inflorescence is a reserve starch such as the one found in stem tissue. Finally, at 60 DAS, starch levels in the different sections of the stem tissue (ND, TI, BI) were not significantly different from those found in the root tissue (Figure 2I).

To compare carbohydrate composition at vegetative stages with early reproductive stages, vegetative tissues were collected from the Puma hybrid plants at stage V12, before female inflorescences were visible. Glc levels were similar in the vegetative tissues at the V12 stage (ND 62.9 µmol/g; TI 57.5 µmol/g; RT 53.7 µmol/g; LB 42.4 µmol/g; LS 39.0 µmol/g) and in the reproductive tissues at the R1 stage (ND 63.1 µmol/g; TI 67.0 µmol/g; RT 52.87 µmol/g; LB 50.7 µmol/g; and LS 34.4 µmol/g) (Figure 2F–I and Figure S3). Starch levels were also similar between these two stages in most of the tissues, with the exception of the ND, which had 60.5 µmol/g at the V12 stage and 26.7 µmol/g at the R1 stage (Figure 2F–I and Figure S3). The sucrose level nearly doubled from the V12 stage (ND 199.3 µmol/g; TI 86.1 µmol/g; BI 143.2 µmol/g; RT 78.1 µmol/g; LS 53.4 µmol/g) to the R1 stage (ND 413.9 µmol/g; TI 151.6 µmol/g; BI 286.1 µmol/g; RT 155.8 µmol/g; LS 90.6 µmol/g) (Figure 2F–I and Figure S3). The root tissue had similar levels of Frc and Glc, but starch was almost undetectable at both the V12 stage (3.9 µmol/g) and at the R1 stage (1.23 µmol/g). At the V12 stage, the top internode section had Glc (57.5 µmol/g), Suc (86.1 µmol/g), and starch (6.4 µmol/g) patterns that were similar to those of the root tissue (53.7 µmol/g, 48.9 µmol/g, and 3.9 µmol/g, respectively) (Figure S3). Fructose was higher in the bottom internode, but glucose levels were similar in the different tissues (Figure S3). Both hexoses and metabolite levels can change constantly due to their role as part of other complex metabolites such as sucrose and starch. Starch accumulation in the leaves was also high (Figure 2I and Figure S3D), while hexose and sucrose levels were lower than they were in the other tissues (Figure 2F–H and Figure S3A–C). In summary, iodine staining showed similar levels of starch in the female inflorescence and the stem sections at early developmental stages. At reproductive stage R1, differential starch and hexose/sucrose levels in the female inflorescence and stem suggest that contrasting sucrose–starch metabolism occurs in those tissues.

### 3.3. Differential Gene Expression between the Female Inflorescence and the Top Internode of the Stem

To explore global gene expression changes between tissues with different carbohydrate levels, transcriptomic analyses of the female inflorescence before pollination (FI, Figure 3A) and the top internode of the maize stem (TI, Figure 3B) were performed at 60 DAS (reproductive stage R1). 

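Total RNA of the female inflorescence (FI) and of the top internode of the stem (TI) of greenhouse-grown Puma hybrid plants was sequenced at 60 DAS, with 2 libraries per tissue that the paper describes as biological replicates. The authors cleaned and aligned the paired-end reads and deposited a table of raw read counts per transcript and a table of FPKM values per gene. The counts in the first table added up to 2431447 in FI replicate 1, 2072230 in FI replicate 2, 1817889 in TI replicate 1 and 1455729 in TI replicate 2. Counts of the transcripts of one gene were summed, normalized by edgeR's TMM method and compared between FI and TI with edgeR's quasi-likelihood test, with Benjamini-Hochberg FDR. A positive log2FC stands for higher expression in FI. The FPKM values were compared as log2(FPKM + 1) with limma, on genes with a mean FPKM of at least 1, and a log2FC on that scale understates the change of genes with low FPKM. With 2 libraries against 2, a two-sided exact permutation test of a single gene cannot give a p below 0.333, so single genes were tested only in the models fitted across all genes. TI replicate 2 may hold RNA or reads of the inflorescence beside those of the internode, as weighed in the closing section. A smaller difference without TI replicate 1 could then come from that library.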

RNA-seq data from each tissue was mapped to the B73 reference genome (B73 RefGen-v4). 

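The FPKM table lists 39179 genes by their B73 RefGen_v4 identifiers, of which 13057 were at 0 in all 4 libraries. The count table lists transcripts by the names of the earlier version 3 annotation, which belong to 26167 gene models. Between 21058 and 23288 of these gene models had at least 1 count in a library. Some genes with high FPKM had almost no counts in this table, and for those genes the FPKM values are given. FPKM values of a gene are whole multiples of the value of 1 fragment. In 24148 of the 24149 genes above 0 in at least 2 libraries, whole fragments could be recovered from them. The recovered fragments added up to 3876891 in FI replicate 1, 3381100 in FI replicate 2, 2919954 in TI replicate 1 and 2373385 in TI replicate 2. Their use was chosen after seeing the data.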

A total of 591 genes with an FDR < 0.05 and log_2_FC > |2| were considered as differentially expressed genes (DEGs) (Figure 3D; Table S2). 

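Of 15479 genes tested on counts, 0 had an FDR under 0.05 by edgeR's quasi-likelihood test, and the lowest FDR was 0.189. An unadjusted p under 0.05 was found for 2443 genes. The setting that moved this count most among those chosen before the data were examined was edgeR's exact test with tagwise dispersion, by which 751 genes had an FDR under 0.05 and 590 of them also had an absolute log2FC over 2. On the FPKM values, 0 of 19531 genes had an FDR under 0.05 by limma, and 3749 had an unadjusted p under 0.05. In the authors' deposited table of the comparison, 1302 transcripts have an FDR under 0.05, and 1148 of these an absolute log2FC over 2.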

A total of 182 genes were more highly expressed in the female inflorescence (FI) compared to the top internode of the stem (TI), while 409 were more highly expressed in the top internode (TI) of the stem compared to the female inflorescence (FI) (Figure 2D). Of these 591 DEGs, 67 were transcription factors, of which 15 were more expressed in the FI, and 52 were more expressed in the TI (Table S2).

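Among the genes with an unadjusted p under 0.05 by edgeR's quasi-likelihood test and an absolute log2FC over 2, 271 had higher counts in FI and 437 in TI, although 0 genes in either direction had an FDR under 0.05. The order depended on the test and the filter, with 567 in FI and 460 in TI by the exact test, 940 and 698 without a filter on low counts, and 278 and 279 on FPKM values by limma. With a pseudocount of 0.1 the FPKM values gave 285 in FI and 436 in TI. At an FDR under 0.05, the exact test placed 196 DEGs in FI and 394 in TI. With DESeq2 the DEGs numbered 13 in FI and 237 in TI, and without a filter on low counts the quasi-likelihood test gave 56 and 305. In the authors' deposited table, 609 transcripts pass both thresholds with higher expression in FI and 539 with higher expression in TI.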

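All 91 transcription factors listed in Table S2 have counts, and 69 of them had enough to be tested. Their log2FC had the sign given in Table S2 in 69 of 69, with 17 higher in FI and 52 higher in TI. None passed both thresholds when the FDR was adjusted over all genes (0 of 69, lowest FDR 0.189 by edgeR's quasi-likelihood test), and 56 had an unadjusted p under 0.05. When adjusted over the list alone, 37 passed, 3 of them higher in FI and 34 higher in TI. The list was chosen by the study on these same libraries, so that count is not independent evidence. By the exact test with adjustment over all genes, 34 transcription factors passed, of which 3 were higher in FI and 31 in TI.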

GO term enrichment analyses were performed on the list of DEGs. ClueGO software found some common GO terms between these two tissues, such as “heme binding” (Figure 4; GO:0020037, Table S3). Panther software identified “cellular nitrogen compound” (GO:0034641) and “tetrapyrrole binding” (GO:0046906) (Table S3). The percentage of genes per enriched GO term was low in the FI tissue compared to the TI tissue, which was probably related to the lower number of DEGs that were overexpressed in FI tissue compared to in the TI tissue (Figure 4A). 

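The putative beta-glucosidases Bglu3 (Zm00001d028243) and Bglu1 (Zm00001d048055) were measured in each library. FPKM of Bglu3 was 7.09 ± 1.76 (SD, n = 2) in FI and 1.26 ± 1.22 in TI. Only 14 counts were assigned to it in each FI library, 0 in TI replicate 1 and 7 in TI replicate 2. The log2FC on counts was 1.42 (standard error 1.16, FDR = 0.541 by edgeR's quasi-likelihood test). Recovered fragments of Bglu3 were 83 and 52 in FI and 3 and 13 in TI. They gave a log2FC of 2.51 (standard error 0.75, FDR = 0.260 by the same test), and the exact test gave an FDR of 0.0226. On fragments it was 1.60 without TI replicate 1 and 3.48 without TI replicate 2. FPKM of Bglu1 was 14.8 ± 5.35 in FI and 1.86 ± 2.63 in TI. It had 144 and 65 counts in FI and 0 and 17 in TI, with a log2FC of 3.01 (standard error 1.18, FDR = 0.316 by the same test). The TI means of both genes rest on replicate 2. Without it the log2FC on counts was 2.91 for Bglu3 and 5.53 for Bglu1, and without TI replicate 1 it was 0.32 and 1.80. By edgeR's exact test Bglu1 had an FDR of 0.0329, in a range from that value to 0.736 over the alternatives.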

The “sucrose–starch” metabolism GO term containing *Sus5* (Zm00001d051837, a sucrose synthase related to sucrose degradation) and two putative beta-glucosidases (*Bglu3*, Zm00001d028243; *Bglu1*, Zm00001d048055), was enriched in FI tissue (Figure 4A). 

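Fig. 6C names genes of these terms, and 12 of those given for TI could be paired with an identifier by their name. In the 9 with FPKM values, both TI libraries lay above both FI libraries. Counts allowed a test of 10 of the 12, all with a negative log2FC and an unadjusted p under 0.05, and with FDR between 0.201 and 0.268 by edgeR's quasi-likelihood test. The exact test gave an FDR under 0.05 to all 10. Fig. 6C shows genes that the study called in these same libraries, so these results are not independent evidence. Psbs1 (Zm00001d042697), a photosystem II subunit gene, had an FPKM of 20.1 ± 1.91 (SD, n = 2) in FI and 103 ± 69.5 in TI. Its log2FC on counts was −2.47 (standard error 0.60, FDR = 0.237 by the quasi-likelihood test), and −1.37 without TI replicate 1. Gi2 (Zm00001d039589) had 835 and 484 counts in FI and 2648 and 767 in TI, with a log2FC of −1.84 (standard error 0.56, FDR = 0.268 by the quasi-likelihood test). Without TI replicate 1 the log2FC of Gi2 was −0.89.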

The TI-enriched GO terms included “photosynthesis”, “response to light stimulus”, and “transmembrane transport” (Figure 4B), all of which are related to the sucrose–starch metabolism and sink–source mechanisms. Analysis with Panther (Table S3) also showed “sucrose” (GO:005986), “fructose 1,6-biphosphate” (GO:0030388), and “fructose” (GO:0006000) metabolic process enrichment in the TI, which could be related to dynamic sucrose metabolism in this tissue.

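Table S2 names the fructose-bisphosphatase genes F16P2a (Zm00001d010172) and F16P2b (Zm00001d042727), which were chosen here after their values were seen. FPKM of F16P2a was 1.93 ± 1.30 (SD, n = 2) in FI and 17.7 ± 11.9 in TI. Its log2FC on counts was −2.69 (standard error 0.82, FDR = 0.268 by edgeR's quasi-likelihood test), with −1.48 without TI replicate 1 and −3.01 without TI replicate 2. F16P2b had 1 and 3 counts in FI, at the limit of detection of 3 counts, and 32 and 8 in TI. Set against 3 counts, its TI mean was 8.61-fold higher, a limit that leaves out the error of the TI counts. This limit was 4.10-fold without TI replicate 1 and 13.1-fold without TI replicate 2. Its FPKM was 20.6 in TI replicate 1 and 6.83 in TI replicate 2, against 1.45 and 1.46 in FI.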

### 3.4. qRT-PCR Validation of Gene Expression for Sucrose-Starch Metabolism Enzymes

Figure 5A shows a summary of key sucrose–starch metabolism enzymes that are active between the photosynthetic and sink tissues. To correlate gene expression with changes in sucrose–starch levels between the female inflorescence (FI) and the top internode of the stem (TI), we looked in our transcriptome data for genes involved in the sucrose–starch metabolism. 

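The FPKM of 15 genes was compared, namely the 13 sucrose–starch genes of Table S1 and the beta-glucosidases Bglu3 and Bglu1. Both FI libraries lay above both TI libraries in 7 of them and below in 7, and Agplemzm was the exception. Chance gives no overlap between tissues for 33.3% of genes. Agpllzm, Sut1, F16bp, Sus5, Bglu3 and Bglu1 are listed in Table S2, which the study drew from these same libraries. The 15 genes are therefore no fair test against chance. On counts, 11 of the 15 could be tested, and 5 had an unadjusted p under 0.05. The FDR of the 11 lay between 0.209 and 0.910 by edgeR's quasi-likelihood test. The libraries of TI lay further apart than those of FI for most of these genes.

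**Figure D1:**
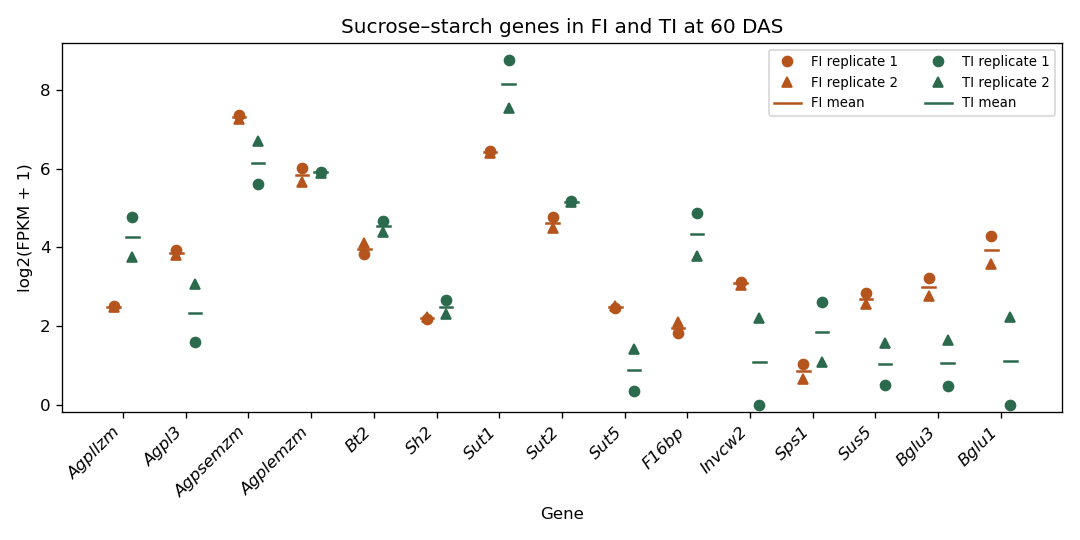
Expression of 15 sucrose–starch genes in each library, as log2(FPKM + 1) on the vertical axis. Circles are replicate 1, triangles replicate 2 and bars the mean of the 2 libraries of each tissue, and in Sut1 the TI libraries lie above both FI libraries while Sus5 shows the opposite order.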

Quantitative real-time PCR (qPCR) validation of transcript levels of differentially expressed sucrose–starch metabolism genes from Table S2 showed expression patterns that were similar to the RNAseq data (Figure 5B–D). 

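Agpllzm (Zm00001d033910) had an FPKM of 4.70 and 4.59 in the FI libraries and of 26.2 in TI replicate 1 and 12.5 in TI replicate 2. The means were 4.64 ± 0.0815 (SD, n = 2) in FI and 19.3 ± 9.66 in TI, and the log2FC on the log2(FPKM + 1) scale was −1.76 (standard error 0.39, FDR = 0.228 by limma). The count table holds only 1 and 2 counts of this gene in FI and 2 and 6 in TI, too few for a test. From the fragments recovered from FPKM, 47 and 41 in FI and 199 and 77 in TI, the log2FC was −2.11 (standard error 0.44, FDR = 0.245 by edgeR's quasi-likelihood test). On these fragments it was −1.40 without TI replicate 1 and −2.50 without TI replicate 2, and the exact test gave an FDR of 0.00284.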

A member of the AGPase family, the *Agpllzm* large subunit (Zm00001d033910), was significantly overexpressed in the RNAseq data in the TI compared to FI tissue, and a similar pattern was seen by qPCR (Figure 5B). 

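The sucrose transporter genes Sut2 (Zm00001d041192) and Sut5 (Zm00001d016938) had FPKM above 0 in both TI libraries. Sut2 was taken from Table S1, while the gene table used here gives the name sut2 to another gene model, so it is uncertain whether these values belong to the gene of that name. In Sut2, FPKM was 34.9 ± 0.715 (SD, n = 2) in TI and 23.9 ± 3.45 in FI, with a log2FC on counts of −0.63 (standard error 0.20, FDR = 0.276 by edgeR's quasi-likelihood test). Sut5 was lower in TI, with an FPKM of 0.267 in replicate 1 and 1.65 in replicate 2, than in FI, with 4.57 ± 0.133. Its log2FC on counts was 1.75 (standard error 0.66, FDR = 0.311 by the quasi-likelihood test). Without TI replicate 1 the log2FC of Sut5 was 0.98, and without TI replicate 2 it was 2.69.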

Putative sugar transporters were expressed in the top internode of the stem tissue (Figure 5C). 

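FPKM of Sut1 (Zm00001d027854) was 86.5 and 84.3 in the FI libraries, with a mean of 85.4 ± 1.57 (SD, n = 2), and 434 and 185 in the TI libraries, with a mean of 309 ± 176. On the log2(FPKM + 1) scale the log2FC was −1.72 (standard error 0.44, FDR = 0.232 by limma). Almost no reads were assigned to this gene in the count table, with 0 in both FI libraries and 1 in each TI library. The recovered fragments, 956 and 833 in FI and 3647 and 1260 in TI, gave a log2FC of −1.91 (standard error 0.47, FDR = 0.246 by edgeR's quasi-likelihood test). By the exact test on the same fragments the FDR was 0.00445. Without TI replicate 1 the log2FC on fragments was −1.13, and without TI replicate 2 it was −2.41.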

Consistent with the differential hexose/sucrose ratio at the R1 stage in the stem, the *Sut1* isoform (Zm00001d027854) was significantly more highly expressed in the RNAseq data in TI compared to FI; this gene also showed higher TI expression in the qPCR experiment (Figure 5C). Among the other enzymes related to sucrose metabolism, RNAseq analysis found a member of the fructose-1,6-biphosphate family (*F16bp*, Zm00001d028562) that was significantly more expressed in TI than in FI, a trend that could also be seen by qPCR validation (Figure 5D). 

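F16bp (Zm00001d028562) had an FPKM of 2.92 ± 0.562 (SD, n = 2) in FI and of 28.6 and 12.7 in the TI libraries, with a TI mean of 20.7 ± 11.2. Its 22 and 11 counts in FI and 161 and 51 counts in TI gave a log2FC of −3.15 (standard error 0.62, FDR = 0.209 by edgeR's quasi-likelihood test). The FDR was 0.000225 by edgeR's exact test and 0.00260 by DESeq2, and the highest over the alternatives was 0.210. With each library left out in turn, the log2FC lay between −3.54 (without TI replicate 2) and −2.17 (without TI replicate 1).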

*Sus5* (Zm00001d051837), a member of the sucrose synthase family that participates in sucrose degradation (Figure 5A), was significantly higher in FI than in TI in the RNAseq experiment, a trend that was also seen by qPCR (Figure 5D). 

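In FI, Sus5 (Zm00001d051837) had an FPKM of 6.13 in replicate 1 and 4.87 in replicate 2. Its FPKM in TI was 0.424 in replicate 1 and 1.96 in replicate 2, a mean of 1.19 ± 1.09 (SD, n = 2). Counts were 136 and 73 in FI and 6 and 26 in TI, with a log2FC of 2.12 (standard error 0.74, FDR = 0.294 by edgeR's quasi-likelihood test). The exact test on counts gave an FDR of 0.0505, the lowest of a range up to 0.331 over the alternatives on counts. On recovered fragments, a use chosen after seeing the data, the exact test gave an FDR of 0.0410. The log2FC on counts was 1.27 without TI replicate 1 and 3.38 without TI replicate 2.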

Isoforms of other sucrose metabolism enzymes such as a cell wall invertase (*Invcw2*, Zm00001d003776) and a sucrose phosphate synthase (*Sps1*, Zm00001d012036) were also measured; their expression by qPCR was similar to the expression shown by the transcriptome analysis (Figure 5D).

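FPKM of Invcw2 (Zm00001d003776) was 7.51 ± 0.359 (SD, n = 2) in FI, while the gene was listed at 0 in TI replicate 1 and at 3.57 in TI replicate 2. Its log2FC on the log2(FPKM + 1) scale was 1.99 (standard error 0.77, FDR = 0.262 by limma), and counts were too few for a test. On recovered fragments it rested on TI replicate 1, and the log2FC was 4.87 without TI replicate 2 and 1.00 without TI replicate 1. Sps1 (Zm00001d012036) had an FPKM of 1.04 and 0.581 in FI and of 5.16 and 1.12 in TI. The difference in Sps1 rests on TI replicate 1, without which the log2FC on counts moved from −1.70 (standard error 0.80, FDR = 0.358 by edgeR's quasi-likelihood test) to −0.39. In both genes, leaving out TI replicate 1 leaves only TI replicate 2, a library that may hold inflorescence RNA or reads.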

### 3.5. The Expression of the bZip113 and Ereb17 Transcription Factor Genes Was Highly Correlated with the Expression of Sucrose Transporters

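Of the transcription factors in Fig. 6A, all 5 had higher FPKM in both TI libraries than in both FI libraries. Counts allowed a test of 4 of them, each with an unadjusted p under 0.05 and with FDR from 0.201 to 0.264 by edgeR's quasi-likelihood test. Those 4 passed both thresholds under edgeR's exact test, and bZip113 was not tested because of its low counts. The study chose these 5 genes as higher in TI in these same libraries, so their order is not independent evidence.

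**Figure D2:**
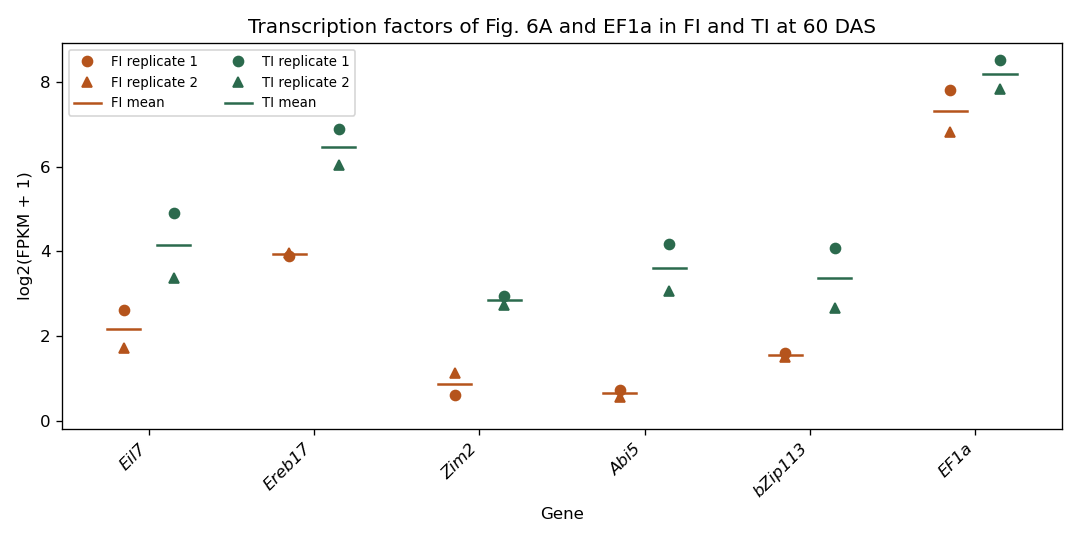
Expression of the 5 transcription factors of Fig. 6A and of EF1a in each library, as log2(FPKM + 1) on the vertical axis. Circles are replicate 1, triangles replicate 2 and bars the mean of the 2 libraries of each tissue, and in each of the 5 transcription factors both TI libraries lie above both FI libraries.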

To explore whether the differential expression of sucrose–starch metabolism enzymes might be correlated with transcription factor expression, five transcription factor genes that were significantly more highly expressed in TI than in FI tissues in the RNAseq experiment were validated by qPCR (Figure 6A). In agreement with the RNAseq results, qPCR analysis showed higher expression of *Eil7* (Zm00001d003451), *Ereb17* (Zm00001d052229), *Zim2* (Zm00001d013331), *Abi5* (Zm00001d013722), and *bZip113* (Zm00001d026398) transcription factors in TI tissue (Figure 6B). 

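Ereb17 had an FPKM of 14.3 ± 0.611 (SD, n = 2) in FI and of 117 and 65.2 in the TI libraries. Its log2FC on counts was −2.50 (standard error 0.36, FDR = 0.201 by edgeR's quasi-likelihood test), and it stayed between −2.83 and −1.97 with each library left out in turn. For Eil7, FPKM was 5.08 and 2.30 in FI and 29.1 and 9.36 in TI, with a log2FC of −2.67 (standard error 0.69, FDR = 0.242 by the quasi-likelihood test) and of −1.93 without TI replicate 1. Zim2 had few counts, 2 and 11 in FI and 41 and 22 in TI. Its log2FC was −2.71 (standard error 0.80, FDR = 0.264 by the quasi-likelihood test), and −1.68 without FI replicate 1. FPKM of bZip113 was 1.95 ± 0.140 in FI and 16.0 and 5.37 in the TI libraries, with a log2FC of −1.82 on the log2(FPKM + 1) scale (standard error 0.53, FDR = 0.239 by limma). The recovered fragments of bZip113 gave a log2FC of −1.40 without TI replicate 1 and −2.99 without TI replicate 2.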

To test the correlation between differentially expressed genes from the most enriched GO terms in Figure 4, genes related to sucrose–starch metabolism in each tissue were extracted (Figure 6C). 

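Higher FPKM in both FI libraries than in both TI libraries was seen for 7 of 15 sucrose–starch genes, namely Agpl3, Agpsemzm, Sut5, Invcw2, Sus5, Bglu3 and Bglu1. Counts allowed a test of 11 of the 15, and none of these 11 had an FDR under 0.05 by edgeR's quasi-likelihood test. By the exact test on counts, Bglu1 passed both thresholds in the direction of FI. On recovered fragments, with that test, Sus5, Bglu3 and Bglu1 passed in that direction, with FDR of 0.0410, 0.0226 and 0.0378. That use of the exact test was chosen after seeing the data.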

Only three genes related to the “sucrose–starch” GO term were more expressed in the FI tissue (Figure 6C). The most enriched GO term in the TI tissue was “transmembrane transporter”, followed by “photosynthesis” and “response to light stimulus” (Figure 6C). 

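Among the transporter genes that Fig. 6C names for TI, Nip2b (Zm00001d037228) had an FPKM of 1.91 ± 1.18 (SD, n = 2) in FI and 32.4 ± 5.90 in TI. Its log2FC on counts was −3.97 (standard error 0.53, FDR = 0.201 by edgeR's quasi-likelihood test), and between −4.39 and −3.26 with each library left out in turn. Pip1e (Zm00001d051872) had an FPKM of 1.16 ± 0.549 in FI and 29.9 ± 9.66 in TI, with a log2FC of −4.42 (standard error 0.61, FDR = 0.201 by the same test). Phos3 (Zm00001d018445) had 0 counts in both FI libraries and 53 and 19 in TI. Set against a limit of 3 counts, its TI mean was 15.7-fold higher, and 9.73-fold higher without TI replicate 1. Both values leave out the error of the TI counts.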

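Lhcb3 (Zm00001d009589) had an FPKM of 40.5 and 31.7 in FI and of 253 and 84.8 in TI, and it has no counts in the count table used here. Its recovered fragments gave a log2FC of −2.28 (standard error 0.60), and on the log2(FPKM + 1) scale its FDR was 0.235 by limma. Genes that Table S2 describes as similar to LHCA3 (Zm00001d046786) and LHCA4 (Zm00001d032197) also had higher FPKM in both TI libraries. The first had 61.8 ± 3.52 (SD, n = 2) in FI and 180 ± 108 in TI, and the second 45.8 ± 6.68 and 140 ± 86.8. Their log2FC on counts was −1.76 and −1.70 by edgeR's quasi-likelihood test, with FDR of 0.284 and 0.264. These differences were smaller without TI replicate 1, which leaves only TI replicate 2, a library that may hold inflorescence RNA or reads. Without TI replicate 1 the log2FC on counts was −0.66 for the LHCA3-like gene and −0.79 for the LHCA4-like gene. For Lhcb3 it was −1.24 on recovered fragments. Light-harvesting genes form a family of similar sequences, so their reads could have been split between members.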

In the “photosynthesis” GO term, we can see some members of the light-harvesting chlorophyll a/b complex family (*Lhca3, Lhca4, Lhca6, Lhcb1, Lhcb3*), which may be expressed in the photosynthetic epidermis of the stem. Sugar transporter genes found in the “transmembrane transporter” GO term include *Hext6* (*Hexose transporter 6*), *Sweet4a* (*Sugars will eventually be exported transporter 4a*), and *Sut1* (*Sucrose transporter 1*).

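A hexose carrier gene that Table S2 names HEX6 (Zm00001d032906) is given here, since the paper does not pair Hext6 with an identifier. It had 2 and 0 counts in FI, under the limit of 3 counts, and 16 and 15 in TI. Set against 3 counts, its TI mean was 7.12-fold higher, a limit that leaves out the error of the TI counts. FPKM of HEX6 was 2.82 and 2.83 in the TI libraries and 0.134 and 0 in the FI libraries. The FDR was 0.226 by edgeR's quasi-likelihood test and ranged from 0.000739 to 0.304 over the alternatives.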

Figure 6D shows a correlation matrix built with the full transcriptome data from the maize B73 genome atlas. Genes represented here include the differentially expressed transcription factors from Figure 6A,B, sucrose–starch enzymes from Figure 5B–D, and differentially expressed genes from Figure 6C. *Sus5* (*Sucrose synthase 5*) and *Agpllzm* (*ADP-glucose pyrophosphorilase large subunit*) expression were negatively correlated, as observed in the FI and TI transcriptomes (Figure 5B,D). In contrast, a large cluster with a significant positive correlation includes the *Ereb17* and *bZip113* transcription factors, three sucrose transporters (*Sut1, Sut2* and *Sweet4a)*, and many other classes of transporters (green marks in Figure 6C). This suggests that the bZIP113 and ABI51 transcription factors could be involved in the regulation of transport, including sugar transport, in the top internode of the stem. This cluster was negatively correlated with the AGPase isoforms related to starch synthesis (*Agpl3, Agplemzm, Bt2*) as well as *bGlu1* and *bGlu3,* which were more expressed in the FI tissue. Overall, sugar transporter genes showed the highest positive correlation with the *bZip113* and *Ereb17* transcription factors.

## 4. Discussion

### 4.1. Starch Accumulation in Maize Physiology

Insoluble starch is produced from photosynthetically derived sugars and provides plants with a stable and abundant energy source to maintain metabolic needs in the absence of light [12,41]. The exchange of sap containing photosynthetic sugars occurs in the stem nodes between the large phloem vessel and a vascular bundle [42]. Consistent with this, we observed starch accumulation in the parenchyma tissue near the bundle sheath of nodes in the maize shoot tip at early vegetative stages (Figure S2A–E). A similar starch pattern was described in the wheat stem tissue, and the accumulation of starch in the parenchyma tissue has been observed in other plants [43,44]. Starch accumulation could also be observed in the topmost ear shoot at 21 DAS (Figure S2H), suggesting that this starch may be involved in the floral transition, which had already occurred by that time [45]. During vegetative stages, starch in the nodes promotes the growth of young leaves and the elongation of the stem internodes. The localization of starch to the nodes during vegetative developmental stages also likely serves as a reserve for later carbon allocation. We observed residual starch in the nodes and the bottom internodes while the stem was reaching its maximum height (Figure 2D,I and Figure S3D). 

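Abi5 (Zm00001d013722) had 2 counts in each FI library, under the limit of 3 counts, and 63 and 19 in TI. Set against 3 counts, its TI mean was 17.8-fold higher, a limit that leaves out the error of the TI counts. The FDR of Abi5 was 0.203 by edgeR's quasi-likelihood test. The limit was lower without TI replicate 1, at 9.73-fold, and it was 25.8-fold without TI replicate 2. Over the alternatives the FDR of Abi5 ranged from 1.63e-05 by the exact test to 0.214. FPKM was 0.565 ± 0.117 (SD, n = 2) in FI and 12.2 ± 6.84 in TI, where replicate 1 had 17.0 and replicate 2 had 7.36.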

Comparing the transcriptomes of the female inflorescence and the top internode section of the stem, we found the *Abi5* transcription factor to be more highly expressed in the top internode of the stem compared to the female inflorescence (Figure 6A,B). In Arabidopsis, overexpression of the ABA-insensitive transcription factors *ABI4* and *ABI5* induced effector genes that are involved in seed maturation and reserve storage [46]. *ABI4* is also involved in sugar signaling and the control of photosynthetic and starch biosynthetic genes [47,48].

Unexpectedly, we could not find differentially expressed starch metabolism enzymes between our two transcriptome conditions (Table S2, Figure 5B,C), even when the top internode and the female inflorescence showed different starch levels (Figure 3C). This could be because starch synthesis is no longer active in the female inflorescence at this stage and because the starch present is left over from early stages or because the starch metabolism is regulated at the protein level and does not require differential transcription. However, other GO terms related to starch and sucrose metabolism were enriched in the genes upregulated in the female inflorescence (Figure 4A). 

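Besides Agpllzm, 5 AGPase genes were examined. FPKM of Agpl3 was 13.6 ± 0.966 (SD, n = 2) in FI and 1.99 and 7.37 in TI, with a log2FC on counts of 1.44 (standard error 0.59, FDR = 0.325 by edgeR's quasi-likelihood test). For Agpl3 it was 0.79 without TI replicate 1 and 2.53 without TI replicate 2. Agpsemzm had an FPKM of 159 ± 7.72 in FI and 75.4 ± 38.6 in TI, but only 2 counts in each FI library and 0 and 1 in TI, and its recovered fragments gave a log2FC of 1.05 (standard error 0.38, FDR = 0.283 by the quasi-likelihood test), with 0.61 without TI replicate 1 and 1.65 without TI replicate 2. The log2FC on counts was −0.25 for Agplemzm, −0.14 for Bt2 and −0.70 for Sh2, each within 2 standard errors of 0. The value for Sh2 was −0.13 without FI replicate 1 and −1.36 without FI replicate 2. The sign for Bt2 on counts changed to 0.14 without FI replicate 1 and to 0.45 without TI replicate 1, and for Agplemzm the log2FC was 0.00 without TI replicate 2. Counts of Bt2 were few, from 11 to 27 in a library. Its recovered fragments, from 145 to 219, gave a log2FC of −0.64 (standard error 0.23, unadjusted p = 0.0425 and FDR = 0.282 by the quasi-likelihood test), which stayed between −0.80 and −0.46 with each library left out in turn. On fragments the log2FC was −0.10 for Agplemzm and −0.42 for Sh2.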

The genes belonging to this GO term were members of the SUS family (*Sucrose synthase 5*), which are involved in sucrose degradation, and two putative genes presenting homology to the beta-glucosidase (*bGlu1, bGlu3*) family, which is involved in starch degradation.

At reproductive stage R1, the topmost female inflorescence, leaf sheath, and leaf blade showed high starch accumulation (Figure 2I). Thus, the starch in the stem and in the female inflorescence are synthesized in sink tissues and show a similar synthesis/degradation ratio (Figure S2E and Figure 2B,C). The starch in the female inflorescence is a storage starch that is synthesized in sink tissues, probably in preparation for grain filling, while the starch in the leaves is a transitory starch that is synthesized directly in the photosynthetic tissues [49,50,51,52].

### 4.2. The Function of The Maize Stem in Carbon Partitioning

The stem plays an important role because it connects the source and sink tissues of the maize plant [45]. In the stem juice of both the Puma and Dow2B hybrids, we observed a high rate of sucrose degradation into hexoses from the starting reproductive stage until the pollination stage, after which sucrose started to accumulate, and the hexose–sucrose ratio decreased drastically (Figure 1A,B and Figure S1). Hexose accumulation in the stem may be related to male and female flowering and may precede the start of grain filling. At reproductive stage, the function of the stem seems to be the reallocation of carbon to the tissue with most sink strength, the female inflorescence (Figure 1 and Figure 2F–H). The node tissue becomes relevant as a connection of source and sink tissue, as shown by sucrose accumulation in the stem that is as twice as high as the sucrose accumulation found in the V12 stage (Figure 2H and Figure S3C). By contrast, fructose at the V12 stage is about 1.5 times that of the level of glucose in all of the stem sections (Figure S3A,B), while at reproductive stage, levels of these hexoses are similar. The fact that the nodes function as a carbon partitioning port could be related to the fact that only around 3% of the axial vessels pass through nodes without being interrupted by end walls [42].

Metabolite transport between organelles, cells, and source and sink tissues not only enables pathway coordination, but it also facilitates whole plant communication, particularly in the transmission of information concerning resource availability [53]. The stem functions in the transport of different metabolic substances, as shown by the many transmembrane transporters that were differentially active in stem internode tissue compared to the female inflorescence (Figure 4B and Figure 6C). 

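Further transporter genes of Fig. 6C had higher counts in both TI libraries. Nc1 (Zm00001d040627) had 22 and 16 counts in FI and 182 and 51 in TI, with a log2FC of −3.07 (standard error 0.62, FDR = 0.213 by edgeR's quasi-likelihood test). Sfp6 (Zm00001d043614) had 8 and 10 counts in FI and 116 and 52 in TI, and its log2FC was −3.67 (standard error 0.49, FDR = 0.201 by the same test). Ys1, which the files list by its version 3 identifier GRMZM2G156599, had 9 and 0 counts in FI and 147 and 79 in TI. Without TI replicate 1 the log2FC was −1.94 for Nc1, −2.87 for Sfp6 and −4.65 for Ys1. From the transmembrane transporters with different expression in TI and FI, the paper reasons that the stem functions in the transport of different metabolic substances.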

A correlation analysis built with the transcriptome data of the B73 genome atlas showed that the expression the *bZip113* and the *Ereb17* transcription factors positively correlated with a cluster of these transmembrane transporters (Figure 6D). In this same cluster where we also found sugar transporters, including two sucrose transporters belonging to the SUT family (*Sut1, Sut2*), one from the SWEET family (*Sweet4b*), and a hexose transporter (*Hext*). In some plants, it has been observed that hexoses can be transported through the phloem, a process that is similar to sucrose [54]. The manipulation of sucrose transporters, for example SUT1 and SWEETs, may have a dramatic effect on sucrose remobilization and the source/sink relationships underpinning plant growth and development [53,55,56].

Increasing sink strength potential in the female inflorescence before pollination is vital for the grain filling stage. Once the reproductive stage is reached, the female inflorescence is the principal tissue with high sink strength (Figure 2F–I and Figure 3C). Kernel weight has previously been related to changes in assimilated availability during grain filling, suggesting that maize plants establish an early sink potential [4]. Thus, our results point to the stem as a dynamic reservoir of carbohydrates that may be correspond to the grain filling stage in the female inflorescence.

## 5. Conclusions

Carbon partitioning in the maize stem is a dynamic process that takes place between the vegetative and reproductive stages. Sucrose–starch metabolism plays a prominent role in the sink–source relation during all of the developmental stages. At different reproductive stages, the female inflorescence is the main sink tissue, so reserves accumulate as close to the site of future grain development as possible. The sink–source role of the stem has been studied less. Our results point to a key role for the stem in carbon partitioning and reallocation that is related to the transcription factors *bZip113* and *Ereb7,* which are upregulated in the stem internode tissue and whose expression is correlated with the sugar transporters *Sut1* and *Sweet4a*.

## Figures and Tables

**Figure 1:**
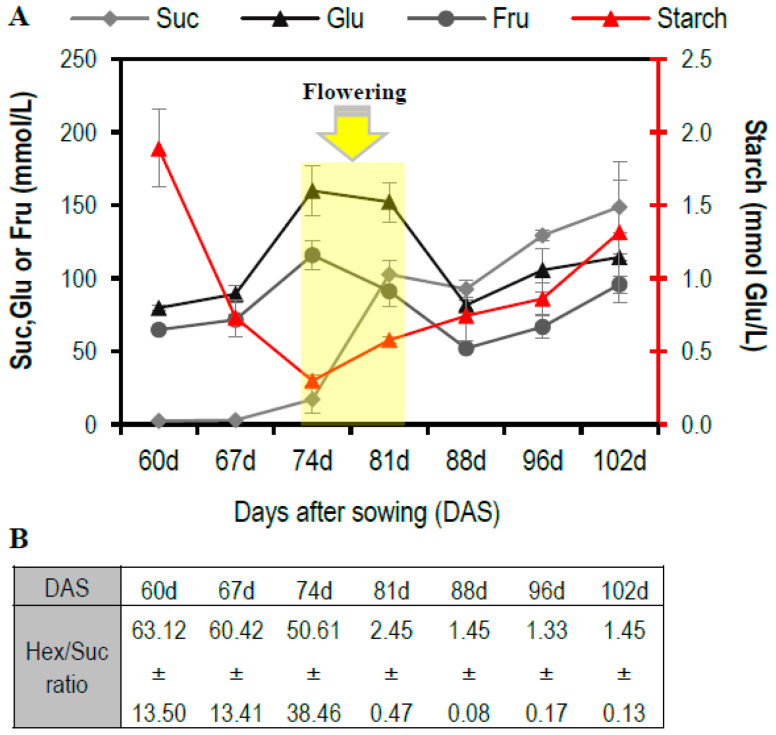
Carbohydrate accumulation in stem juice of the white grain Puma maize hybrid at the reproductive stage. (**A**) Non-structural carbohydrates in maize stem juice. Measurements were conducted by enzymatic assay at 340 nm. Arrow shows the stage of female and male flowering. Data points indicate means ± SE (*n* = 3). (**B**) Hexose/Sucrose ratios (hexose/sucrose ratio; means ± SE, *n* = 3) for the stages shown in (**A**).

**Figure 2:**
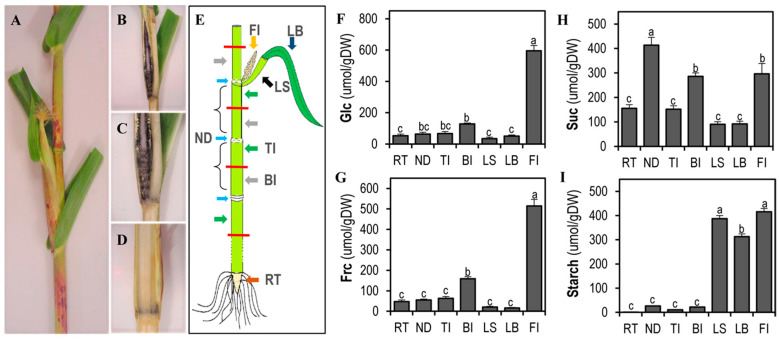
Starch staining and non-structural carbohydrate levels in Puma maize hybrids at 60 DAS (R1 stage). (**A**) Maize stem at 60 DAS showing female inflorescence with emerging stigmas. (**B**–**D**) Longitudinal cuts of the stem and the female inflorescence stained with iodine (KI-I_2_) showing starch accumulation. (**E**) Diagram of different tissues sections collected. (**F**–**I**) Carbohydrate quantification of Puma hybrid tissues at 60 DAS. Plants were divided into different tissue sections: root, RT; stem node, ND; top internode, TI; bottom internode, BI; leaf sheath, LS; leaf blade, LB; and female inflorescence, FI. (**F**) glucose, Glc; (**G**), fructose, Frc; (**H**) sucrose, Suc; and (**I**) starch levels in the different tissues. Bars are the average of *n* = 10, SE; ANOVA, Fisher-LSD test *p* = 0.05; means with the same letter (a, b or c) are not significantly different.

**Figure 3:**
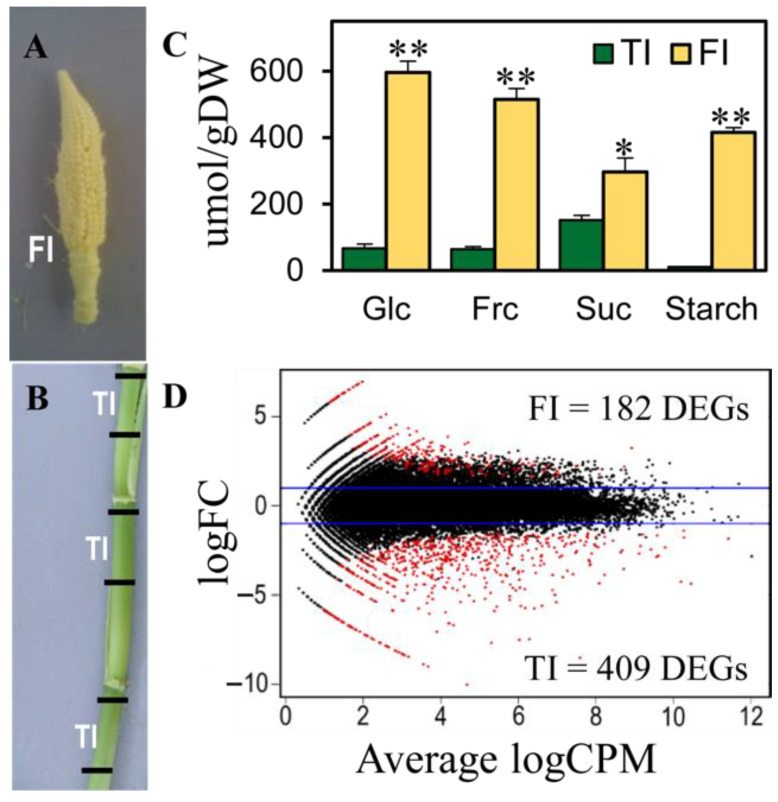
Transcriptomic comparison of the female inflorescence and top internode of the maize stem at 60 DAS. (**A**,**B**) Tissues used to build the libraries for transcriptomic analysis; (**A**) FI, female inflorescence and (**B**) TI, top internode. (**C**) Carbohydrate level differences between FI and TI; mean ± SE, *n* = 10, unpaired *t*-test, df = 10, * *p* < 0.05, ** *p* < 0.01. (**D**) Differentially expressed genes (DEGs) between FI and TI; DEGs visualized as a MA plot (log ratio vs. abundance) where each dot represents a gene, and a red dot represents a significantly DEG where FDR < 0.05 and log_2_FC (log of fold change) > |2|; log_2_CPM, log of count per million.

**Figure 4:**
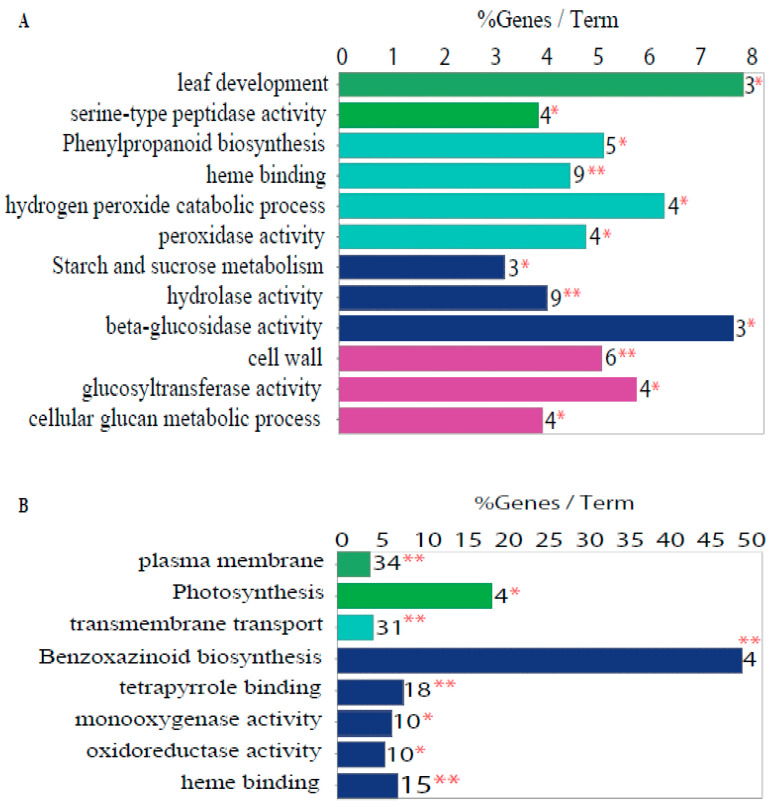
Enriched GO terms among DEGs. (**A**) GO terms enriched among DEGs more highly expressed in the female inflorescence (FI). (**B**) GO terms enriched among DEGs more highly expressed in the top internode of the stem (TI). A two-sided hypergeometric test was used to test for enrichment/depletion, Bonferroni step down correction method, kappa score 0.4. The enrichments show only significant GO terms, *p*-value: * 0.05, ** 0.01.

**Figure 5:**
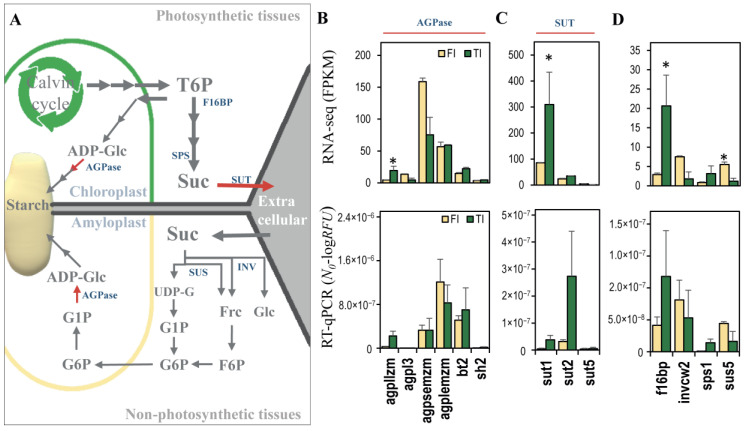
Transcript levels of genes for sucrose–starch metabolism enzymes. (**A**) Summary of sucrose–starch pathway in photosynthetic and non-photosynthetic cells. (**B**–**D**) Transcript quantification by RNA-seq (upper row) and validation by RT-qPCR (lower row). (**B**) ADP-Glucose pyrophosphorilase (AGPase) family, Agpllzm, Agpl3, Agpsemzm, Agplemzm, Bt2, Sh2. (**C**) Sucrose transporter (SUT) family, Sut1, Sut2, Sut5. (**D**) Fructose 1,6 bi-phosphatase (F16bp), Invertase (Invcw2), Sucrose Phosphate Synthase (Sps1), and Sucrose Synthase 5 (Sus5). * Significantly differential expression FDR < 0.05.

**Figure 6:**
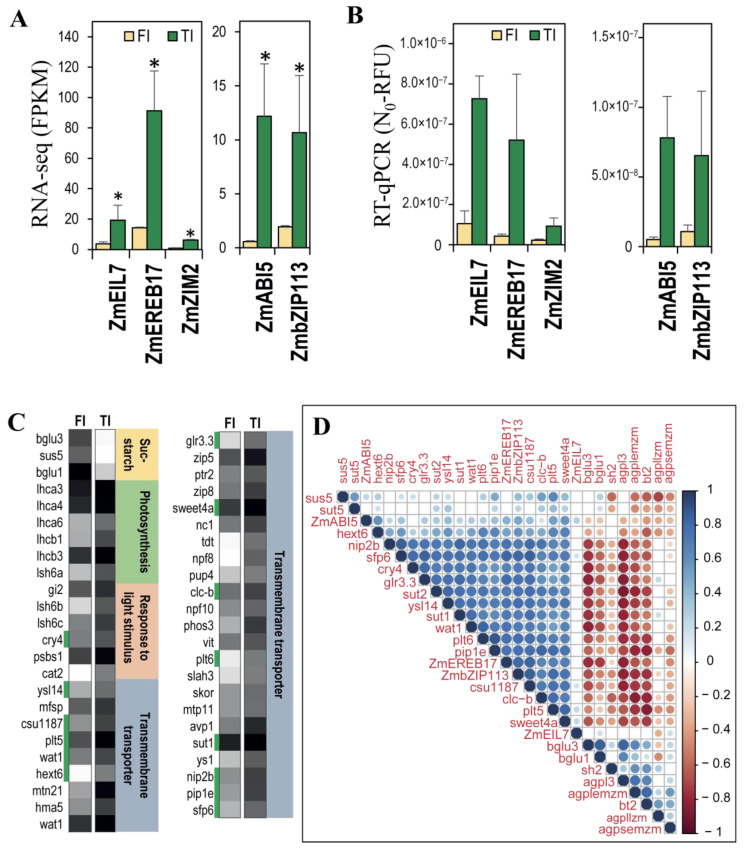
Validation of differentially expressed genes in the female inflorescence vs. top internode section of stem tissue. (**A**) Gene expression of transcription factors by RNA-seq and (**B**) validation by RT-qPCR; * significant differentially expressed, FDR < 0.05. (**C**) Differentially expressed genes from our RNAseq experiment for enriched GO terms related to sucrose–starch metabolism in the female inflorescence (FI) and the top internode (TI); green marks refer to the large cluster formed in the correlation graph in (**D**); FDR < 0.05. (**D**) Expression correlation of differentially expressed transcription factors, AGPase family, sucrose transporter, and transmembrane transporters from the maize B73 genome atlas. Spearman coefficient correlation (SCC), *p*-value < 0.01; colored circles correspond to the significant correlations; non-significant correlations are blank squares.

## Data Availability

Raw data have been deposited in the GEO database under accession number GSE181998.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/plants11030238/s1, Figure S1: Carbohydrate quantification in stem juice of Dow2B (yellow grain) hybrid maize at reproductive stages. Figure S2: Starch accumulation in different tissues at 21 DAS. Figure S3: Carbohydrate quantification of Puma hybrid tissues at vegetative stage V12. 

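Table S1 pairs each gene measured by qPCR with its identifiers in both annotation versions, and these pairs were used here to find the genes in both deposited tables. It also lists EF1a (Zm00001d036904), an elongation factor gene. FPKM of EF1a was 223 and 111 in FI and 368 and 228 in TI, and its log2FC on the log2(FPKM + 1) scale was −0.87 (standard error 0.43, FDR = 0.305 by limma). Recovered fragments of EF1a were 1228 or more in each library. They gave a log2FC of −0.88 (standard error 0.46, unadjusted p = 0.119 and FDR = 0.351 by edgeR's quasi-likelihood test). The exact test on these fragments gave an FDR of 0.290. On fragments the log2FC was −1.46 without FI replicate 1 and −0.41 without FI replicate 2. Counts of EF1a were far fewer, 21 and 17 in FI and 54 and 32 in TI. They gave a log2FC of −1.67 (standard error 0.38, unadjusted p = 0.00679 and FDR = 0.233 by the quasi-likelihood test). Over the alternatives the FDR of EF1a on counts ranged from 0.0495 by the exact test to 0.304. The low p on counts was thus not seen on the larger number of fragments.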

Table S1: Quantitative real-time PCR primers for sucrose-starch genes and transcription factors. Table S2: Differentially expressed genes between female inflorescence (FI) and top internode section of the stem (TI) maize tissues. Table S3: Extended Panther GO enrichment analysis of the DEGs in the female inflorescence (FI) and top internode of the stem (TI).

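Table S2 lists 822 genes with the FDR and log2FC the paper reports, of which 591 have an absolute log2FC over 2. All 822 have FPKM values, and 693 have counts. Of the 550 tested on counts, 549 had the sign given in Table S2 and 450 had an unadjusted p under 0.05, while 0 had an FDR under 0.05 by edgeR's quasi-likelihood test. By the exact test, 297 of its 590 DEGs are in Table S2, all in the same direction. The study drew Table S2 from these same libraries, so the shared signs and low p are not independent evidence. On the fragments recovered from FPKM, 520 of the 610 DEGs of the exact test are in Table S2, a comparison chosen after seeing the data.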

How the deposited data were processed for this re-analysis (not part of the article)

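RNA of the female inflorescence (FI) and of the top internode of the stem (TI) of the Puma maize hybrid was sequenced at 60 DAS, with 2 libraries of each tissue. Conditions and replicate numbers were taken from the sample labels and the methods. In the count table and the authors' comparison the tissue other than the top internode is named floral stem, a name the sample labels do not use. It was taken to be FI because the series has only these 2 tissues, and the replicate numbers were taken from the column names.

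The authors cleaned the paired-end reads with Trimmomatic and aligned them with TopHat. They deposited raw counts per transcript, without normalization, under version 3 transcript names, although the methods name B73 RefGen_v4. The counting tool is not named in the methods. The FPKM values were made by the authors with CLC Genomics Workbench on B73 RefGen_v4, per gene. The authors' deposited comparison gives a log2 fold change, a p-value and an FDR per transcript. The fold changes and FDR in the FPKM table were not used here.

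Total counts were 2431447 and 2072230 in FI and 1817889 and 1455729 in TI. At this depth, genes with 3 counts or fewer in both libraries of a tissue were treated as being at the limit of detection. Their fold change is given against 3 counts. It is a lower limit only as to the floor, since the error of the other tissue's counts is left out.

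Counts of transcripts were summed to 26167 gene models, of which 7437 have more than 1 transcript. The sum over transcripts was preferred after the tables had been seen and settled after both the gene and the transcript fit had been run; both gave 0 genes with an FDR under 0.05. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, without a block, since the paper names none and does not say what the replicate numbers mark. DEGs needed an FDR under 0.05 and an absolute log2FC over 2. The standard error of a log2FC was derived from the F statistic. FPKM values were tested as log2(FPKM + 1) with limma 3.58.1 on genes with a mean FPKM of at least 1. With each library left out in turn, the log2FC was the difference of log2 CPM with a prior count of 2, without a test.

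Chosen before the data were examined were the comparison, the thresholds, DESeq2 1.42.0, the exact test with tagwise dispersion, the other filters and normalizations, the replicate block, the log2FC threshold of 1, the test against a fold change threshold, the pseudocount of 0.1 and the filters on FPKM. Chosen after seeing the data were counts per transcript, the fragments recovered from FPKM and the exact test with 1 common dispersion on all transcripts. That last setting came from a search over 19 edgeR settings for those of the authors' deposited table, and 1 of them gave its log2FC and FDR.

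Fragments were recovered by finding, for each gene, the value of which its FPKM in the 4 libraries are whole multiples, together with the relative depth of the libraries, which was 1, 0.894, 0.761 and 0.617. A gene above 0 in 1 library only (1973 genes) was set to 1 fragment. Tested on simulated data, 93.1% of 5445 genes came back exactly and 99.98% up to a divisor shared by the 4 libraries, which leaves fold changes as they are. The fits were tested on 15479 simulated genes, 200 of them changed by a log2FC of 4. Their spread was estimated from these libraries and set alike in both tissues. The quasi-likelihood test called 200 of the changed genes and 13 unchanged ones, the exact test 200 and 22, DESeq2 199 and 10, and limma 198 and 16.

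The genes named in the text are those the paper names with an identifier in its results, in Table S1 or in Figs. 5 and 6. The rule also asked for the 5 genes with the largest fold change in each direction among the DEGs, which gave 0 genes. HEX6 and the LHCA3-like and LHCA4-like genes were taken from the names and descriptions in Table S2 and are not certain to be the genes of Fig. 6C. F16P2a, F16P2b and sweet15b were chosen after their values were seen. Of the 39 genes, 38 are in the count table. GO terms were not analysed here. Tests of gene sets by description were not run, since the gene table used here has no descriptions. Python 3.11.15 was used for the other steps.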

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

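The test in this part was chosen only after the result was seen. The sugar transporter gene sweet15b (Zm00001d016590), which Table S2 lists and the paper's text does not discuss, had a mean FPKM of 34.9 in FI, a signal in a gene outside those the paper discusses. It had 36.2 and 33.5 in the FI libraries, was listed at 0 in TI replicate 1 and had 10.6 in TI replicate 2. The gene was chosen after its values were seen, and many other genes the paper does not discuss are also expressed. On counts, 18 and 28 in FI and 0 and 7 in TI, its log2FC was 2.14 (standard error 1.14, FDR = 0.390 by edgeR's quasi-likelihood test), and over the alternatives the FDR ranged from 0.211 to 0.657. Without TI replicate 1 the log2FC was 0.93, and without TI replicate 2 it was 3.52. The difference is therefore not past the threshold.

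Reads shared with a near-identical copy were weighed as a technical explanation. Of its counts scaled to library size, 81.3% lay in the FI libraries in the count table and 86.8% in the recovered fragments. Shared reads cannot be told apart from expression of sweet15b itself, because a copy that is itself higher in FI would give the same shares. A difference between the tissues remains among the open explanations and was not tested apart from the comparison of FI and TI.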

How the results depend on the processing

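The count of DEGs depended on the test and the filter. By the quasi-likelihood test on counts it was 0, and so it was with a mean of at least 10 reads, library size only, upper-quartile normalization, the replicate block, a log2FC threshold of 1 and glmTreat. Beside these counts of 0, between 819 (glmTreat) and 2484 (upper-quartile normalization) genes had an unadjusted p under 0.05. With DESeq2 there were 319 genes with an FDR under 0.05 and 250 DEGs, 13 in FI and 237 in TI. With the exact test and tagwise dispersion there were 751 genes and 590 DEGs, 196 in FI and 394 in TI. Without a low-count filter there were 477 genes and 361 DEGs, 56 in FI and 305 in TI. Of the Table S2 transcription factors, 23, 34 and 29 passed both thresholds under these settings in that order, against 0, and the DEGs shared with Table S2 numbered 177, 297 and 234, against 0. The cause was not tested.

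Of the settings chosen after seeing the data, counts per transcript and recovered fragments with the quasi-likelihood test gave 0. The exact test on recovered fragments gave 904 genes with an FDR under 0.05 and 610 DEGs, 202 in FI and 408 in TI, and the exact test with 1 common dispersion on all transcripts gave 1302 and 1148, 609 in FI and 539 in TI. The cause was not tested. In simulated data of this size the quasi-likelihood test called 200 of 200 genes changed by a log2FC of 4. The simulation gave both tissues the same spread, while the dispersion on counts was 0.198 within TI and 0.0446 within FI. It therefore cannot decide whether the number of libraries is the reason for the count of 0.

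When adjusted over the list alone, the transcription factors that passed numbered 37, and from 32 to 50 over the alternatives. On FPKM values limma gave 0 DEGs under each of the 4 alternatives.

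For single genes, 391 values under alternatives with a test were compared with the 68 results they belong to. The direction was kept in all 391, and 48 moved past the threshold, 21 of them with the exact test, 15 without a low-count filter and 12 with DESeq2. Across the fits that each left out 1 library, 128 values of 32 genes were compared. Of these 14 moved by more than the spread between libraries and 3 changed sign. The log2FC of Agplemzm went from −0.40 (without TI replicate 1) to 0.00189 (without TI replicate 2) and that of Bt2 on counts from −0.48 to 0.45, with 0.14 without FI replicate 1 and 0.45 without TI replicate 1. Leaving a library out leaves 1 in its tissue and so gives no test.

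FI and TI share replicate numbers, and the paper does not say what the numbers mark. Across genes, the deviations of libraries with the same number had a correlation of 0.156 in recovered fragments and 0.152 in counts. With the replicate block there were 0 DEGs and a lowest FDR of 0.137, and the block changed no call. On FPKM values the block gave 0 DEGs, and at an unadjusted p under 0.05 and an absolute log2FC over 2 it gave 520 genes in FI and 289 in TI, against 278 and 279 without it. The tests of gene sets by description were not run. Sut1 and Agpllzm could not be tested on counts, since the count table holds few reads of them although their FPKM is high, for a reason that is not known.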

Differences from the paper's values

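The paper reports 591 DEGs, and 0 were found here by edgeR's quasi-likelihood test on counts. Of the alternatives set before the data were examined, the exact test with tagwise dispersion gave 590, within 1.5 times the paper's value. DESeq2 (250), no low-count filter (361), and a mean of at least 10 reads, library size only, upper-quartile normalization, the replicate block, a log2FC threshold of 1 and glmTreat (0 each) did not. The methods name edgeR and a pairwise comparison, without the test, the dispersion or a filter. They add that the analyses were updated with CLC Genomics Workbench on B73 RefGen_v4. The fold changes and FDR that came with the FPKM values were not used here. The exact test on recovered fragments gave 610, a setting chosen after seeing the values. The exact test with 1 common dispersion on all transcripts, also chosen after seeing the values, gave 1148. Of the 590 DEGs, 297 are in Table S2 and 293 are not, so the near total does not stand for the same genes. Of the 610 on recovered fragments, 520 are in Table S2.

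For DEGs higher in FI the paper's value is 182, against 0 here. The exact test gave 196, and 202 on recovered fragments (chosen after seeing the values). The other alternatives set before the data were examined did not come within 1.5 times. For DEGs higher in TI the paper's value is 409, against 0 here. The exact test gave 394 and no low-count filter 305, both within 1.5 times, and DESeq2 gave 237. On recovered fragments the exact test gave 408 (chosen after seeing the values).

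The paper's values for transcription factors among the DEGs are 67 in all, 15 in FI and 52 in TI, against 0, 0 and 0 here. None of the alternatives set before the data were examined closed these gaps when adjusted over all genes, with 34 in all, 3 in FI and 31 in TI by the exact test as the nearest. Adjusted over the list alone, no low-count filter gave 50 in all, 10 in FI and 40 in TI.

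The log2FC of bZip113 was −1.82 on the log2(FPKM + 1) scale against the paper's −2.48, which is not on that scale. With a pseudocount of 0.1 it was −2.19, within the error of the paper's value, and the other alternatives for FPKM left it at −1.82. On recovered fragments, chosen after seeing the values, it was −2.50.

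The paper reports Agpllzm, Sut1, F16bp and the 5 transcription factors of Fig. 6A as significantly higher in TI and Sus5 as significantly higher in FI. Here the directions were the same and each FDR in the tests set as main was above 0.05. The exact test on counts gave an FDR under 0.05 to F16bp, Eil7, Ereb17, Zim2, Abi5 and Bglu1. DESeq2 and no low-count filter gave it to F16bp, Eil7, Ereb17 and Abi5. The exact test on recovered fragments, chosen after seeing the values, gave it to Agpllzm (0.00284), Sut1 (0.00445), Sus5 (0.0410), Bglu3 (0.0226) and bZip113 (0.00422) as well. The paper's log2FC of Sut1 in Table S2, −1.89, is under its threshold of 2. The discussion states that no starch metabolism enzyme was differentially expressed, while the results name Agpllzm. The methods give a fold change threshold and the results a log2FC threshold.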

Other observations

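The tests of a mislabelled library, of RNA of FI replicate 2 itself and of differences gene by gene were chosen only after the results were seen. The TI libraries lay further apart than the FI libraries. In recovered fragments, the median absolute log2 ratio over 15477 genes was 0.367 between the TI libraries and 0.235 between the FI libraries, and it was 0.317 between TI replicate 2 and FI replicate 2. The common dispersion estimated within TI was 0.198 on counts, against 0.0446 within FI.

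The tables argue against several explanations. With all libraries thinned to the smallest total, the distance between the TI libraries was still 1.45 times that between the FI libraries, which argues against depth. Without the 100 genes with the most fragments, and with library totals taken anew, the ratio was 1.57, which argues against a few abundant genes. The 10 genes with the most counts held from 1.81 to 4.78% of a library. Over 248 genes more than 4-fold higher in TI replicate 1 than in both FI libraries, the median log2 of TI replicate 2 over the FI mean was 1.89, and TI replicate 2 lay above both FI libraries in 242 of them, which argues against a mislabelled FI library.

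A candidate explanation is that TI replicate 2 holds RNA or reads of the inflorescence beside those of the internode. In 376 genes high in FI and near 0 in TI replicate 1, TI replicate 2 had a median share of 0.475 of the level in FI replicate 2 (interquartile range 0.424 to 0.522). In 42 genes high in TI replicate 1 and near 0 in FI replicate 1 it had a median share of 0.429 of the TI replicate 1 level (0.296 to 0.531). The sum of these medians was 0.904, inside the range of 0.8 to 1.2 set before it was computed, and 0.879 on counts. TI replicate 2 lay more than 2-fold outside the other 3 libraries in 10 genes, against 112 for FI replicate 1, 74 for FI replicate 2 and 1319 for TI replicate 1. Fitted as a sum of the other libraries, TI replicate 2 had a weight of 0.553 on FI replicate 2 (95% bootstrap interval over genes 0.535 to 0.577), 0.449 on TI replicate 1 (0.419 to 0.472) and 0 on FI replicate 1. In a simulated mixture with the mean of both FI libraries the weights on FI replicates 1 and 2 were 0.278 and 0.273. The weights may therefore point to FI replicate 2 itself, or to inflorescence tissue of the same plant if the replicate numbers mark plants, which the paper does not say. If TI replicate 2 is such a mixture, the log2FC, SD and FDR given for FI against TI are affected. Values without TI replicate 1 would then rest on the mixed library alone for TI.

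Differences gene by gene, such as from the age or position of the internode, were also weighed. For the 376 inflorescence genes the spread of the shares was 1.02 times that of a simulated mixture with count noise alone, which argues against such differences for these genes. Set against FI replicate 1 the interquartile range of the shares was wider, 0.205 over 337 genes, and it was 0.223 in the same simulated mixture, whose FI part came from FI replicate 2. For the 42 internode genes it was 3.39 times that of the mixture. There, a different age or position cannot be told apart from an internode of another plant in the mixture, since both give a spread above count noise. The median squared deviation of the fit was 0.910, against 0.339 for a simulated exact mixture and 0.455 from sampling alone. The simulation redrew only TI replicate 2, which makes its value low. TI replicate 2 is therefore not these libraries mixed with count noise alone. Noise from library preparation was not simulated. Tissue carried over at sampling, RNA mixed before sequencing and reads assigned to the wrong library were not told apart. A TI sample that is truly intermediate between the tissues remains open. These patterns were found and tested on the same libraries, and the paper treats TI replicate 2 as an independent biological replicate.

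The exact test with tagwise dispersion gave 590 DEGs for FI against TI. The other splits of the 4 libraries into 2 and 2 gave 4 and 0, so that 1 of 3 splits gave as many, the real one. At an unadjusted p under 0.05 by the quasi-likelihood test, FI against TI gave 2443 genes and the other splits 284 and 22. Real differences between the tissues add to the spread within the groups of those other splits. With 3 splits the share cannot fall under 0.05, so the splits cannot decide whether chance gave these counts, and no conclusion is drawn.

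The log2FC and FDR of the authors' deposited table were those of edgeR's exact test with TMM normalization and 1 common dispersion (0.128) on all transcripts, 1 of 19 settings tried after seeing the table. With tagwise dispersion on the same transcripts, 593 in place of 1302 had an FDR under 0.05. The paper's text does not say how this table relates to its DEGs.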
